A study of Arabidopsis thaliana with 12 samples. Its data were reported in "DNA methylation contributes to plant acclimation to naturally fluctuating light" (2025).

How the data were processed

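Leaf RNA of Arabidopsis thaliana Col-0, the Columbia reference accession, was measured by RNA-seq of polyadenylated transcripts in 12 libraries from 4 light regimes, with 3 libraries per regime. Groups were taken from the library titles. SQH and SQL are square regimes of high and low intensity, in which the lamp is held at one level through the day, and FLH and FLL are fluctuating regimes of high and low intensity that follow a naturally varying record of light. Plants had been acclimated for 22 days per the labels.

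Reads were aligned by the authors to the TAIR10 genome with HISAT2 and tested by the authors with DESeq2, per the study's methods, which state neither the read counter nor the strandedness of the counting. The deposited values used here are 4 tables, one for each of the comparisons SQH with SQL, FLH with FLL, SQH with FLH and SQL with FLL. Each table lists only the genes that the authors called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. The first deposited column is a signal, the mean over all 12 libraries of counts divided by size factors, and is called the mean normalised count below. The deposited log2 fold change and its standard error (SE) are on the log2 scale. The Wald statistic, a score that the authors obtained as the fold change divided by its SE, and the p-value and Benjamini-Hochberg adjusted p-value of the authors complete each row. Fold changes were not shrunken, since the deposited score multiplied by the SE gave them back.

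No values per library were used, so the spread between replicates is not analysed here, and no model was refitted. The study gives alignment statistics for each library, which were not used as data, so depth enters none of the values. Experimental error enters only through the deposited SE. With 3 libraries per regime and a dispersion shared by both regimes, an SE corresponds to a coefficient of variation between replicates, counting noise included, of the SE multiplied by the natural logarithm of 2 and by the square root of 3 over 2.

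The direction of a positive fold change was settled from the tables. The plan named agreement between comparisons and closure of their loop, which hold under either sign. The check by SEs described next was not in the plan. For a gene listed in a pair of comparisons that share a regime, the share of the squared SE that comes from this regime cancels in the difference of the squared SEs, and of the remaining regimes the one with the lower expression has the larger error. The rule was applied to genes whose remaining regimes differed by more than 1 on the log2 scale. Means of the 4 regimes were computed from the deposited fold changes and the mean normalised count for genes listed in at least 3 tables. They carry no error of their own.

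The number of genes tested was recovered from the ratio of adjusted p to p, which equals the number of tests divided by the rank, in rows with p of at least 1e-04, because smaller p were printed with fewer digits. Gaps in the ranks count the genes past the adjusted p that missed the fold-change threshold. Lists were compared by locus with a one-sided hypergeometric test against the 20865 genes tested. Genes share regulation and are not independent, so these p describe the overlap of lists. The percentage of shared genes with the same direction was given with a Wilson 95% confidence interval, which treats genes as independent. Comparisons that share a regime also share libraries, and their agreement was set beside 40000000 simulated genes without any difference between regimes, selected at the largest p of each table. The difference between fold changes of comparisons that share no library was tested with a two-sided z test, with the root of the summed squared SEs as its error and Benjamini-Hochberg adjustment over the genes in both tables, at an adjusted p of 0.05. This difference is the interaction of light pattern and light intensity, and it can be tested only in genes that pass both thresholds.

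Named genes followed a rule fixed before the data were examined. Also fixed then were 9 gene lists of 108 loci and the tests above, apart from how direction was settled. The rule took per comparison the 2 genes per direction with the smallest p among those with a mean normalised count of at least 100, the 4 genes called in all comparisons whose largest p was smallest, the 3 genes with the smallest interaction p in each test, 5 loci discussed by the study, and members of reported lists. Lists were tested with the hypergeometric test, adjusted over 36 tests. A list of touch and early wounding genes was written after the data were examined, before the values of its members were looked at, and the loci AT5G03552, AT1G11210 and AT1G75220 were named after their values were seen. Loci were matched to the TAIR10.1 annotation, which gave a record for 6511 of 6520 identifiers (99.9%). The deposited tables carry no coordinates, and coordinates below are those of TAIR10.1 for the same locus identifier. One identifier, AT1G06630, stands in 2 rows of the table of SQH and FLH with different values. These rows were counted as calls and left out of overlaps.

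The procedures were tested on simulated tables of fold changes and SEs with known effects. No counts were simulated and no model was fitted to them. The number of genes tested came back in 4 of 4 simulated tables. Of 128 simulated genes with opposite effects 100% were called by the interaction test, 0.51% of 981 genes without interaction were called, and 3.76% of 133 calls were wrong. Genes with opposite effects entered only when past both thresholds, which makes their call certain. The direction rule was right in 99.1% of 329 checks of a gene in a pair of comparisons. The simulated SEs followed the relation that this rule assumes, so that share was largely built in. Alternatives tried were a stricter adjusted p, a larger fold-change threshold with and without its SE, no fold-change threshold, filters on the mean normalised count, other backgrounds, and stricter or inflated settings of the interaction test. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.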

Results

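To assess how gene expression in the leaf differs between light patterns and light intensities, RNA-seq was available for 3 libraries in each of 4 regimes, the square regimes SQH and SQL and the fluctuating regimes FLH and FLL. The study asked whether acclimation to fluctuating light alters transcription alongside DNA methylation. Each of the 4 comparisons changes either the intensity (SQH with SQL, FLH with FLL) or the pattern (SQH with FLH, SQL with FLL) and holds the other. Intensity here means the amount of light over the day, which the study matched between square and fluctuating light. The light at the moment of harvest is not matched by this design, so the pattern comparisons can include its effect. The data analysed are the authors' deposited tables of called genes. The tables do not give the depth per library, and the error of each fold change is the authors' SE. In the study's alignment statistics all FLL libraries and a single SQL library stand apart from the rest, so in the comparisons with FLL the regime is confounded with that split.

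All 2842 pairs of rows for the same gene in different tables had the same mean normalised count, and around the loop of 4 comparisons the fold changes of the 39 genes listed in every table summed to 0 within 1e-09. The tables therefore come from one fit over the 4 regimes. In 439 of 439 checks, each of a gene in a pair of comparisons, the errors required a positive fold change to mean higher expression in the regime named first. A gene in several pairs counts more than once. A dispersion computed from the fold changes and SEs of 211 genes in at least 3 tables varied between tables by a median of 0.0429% under this reading and 2.50% under the opposite one. All directions below use this reading. The study labels the sides of its plotted fold changes the other way round, giving positive values to the regime named second. Under that labelling every direction below would reverse. The study's text on transposable elements instead reads the sign as the tables do.

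The comparison of SQH with SQL held 665 differentially expressed genes (DEGs), that of FLH with FLL 2063, that of SQL with FLL 1711 and that of SQH with FLH 4635. These numbers were 3.11%, 9.89%, 8.20% and 22.2% of the genes tested, which were 21349 for SQH with SQL and 20865 for each of the others. The fold-change threshold removed few genes beyond the adjusted p: 1, 3, 4 and 19 genes in the same order. The alternative that moved the counts most was an adjusted p of at most 0.01, which left 324, 924, 478 and 2802 genes. The order of the 4 counts was kept in 5 of 5 alternative thresholds and filters. The FLH and FLL comparison had 1.21 times as many DEGs as the SQL and FLL comparison, and this ratio ranged from 1.19 to 1.93 over the alternatives.

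**Figure D1:**
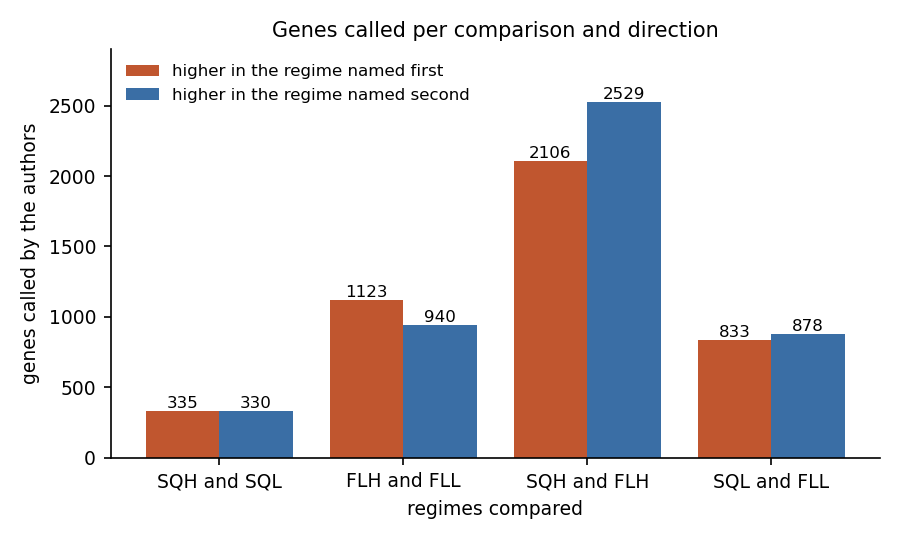
Number of genes called by the authors in each comparison (bars, linear axis from 0), split by the regime with the higher expression. The SQH and FLH comparison has the tallest bars, 2106 genes higher in SQH and 2529 higher in FLH, and the SQH and SQL comparison the shortest, 335 and 330.

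By direction, 335 genes were higher in SQH and 330 in SQL, a share of 50.4% (Wilson 95% interval 46.6 to 54.2%) that does not differ from an even split. In FLH with FLL, 1123 genes were higher in FLH (54.4%, interval 52.3 to 56.6%). At an adjusted p of at most 0.01 this share was 52.8%, with an interval (49.6 to 56.0%) that includes 50%. In SQH with FLH, 2106 were higher in SQH (45.4%, interval 44.0 to 46.9%). In SQL with FLL, 833 were higher in SQL (48.7%, interval 46.3 to 51.1%), again within sampling error of an even split as deposited, although stricter settings moved it to either side. These intervals treat genes as independent. The shares moved most when the fold change was required to exceed 0.5 by its 95% interval, which left 60.5% of the genes called between FLH and FLL higher in FLH, and with an adjusted p of at most 0.01, which left 41.4% (interval 36.1 to 46.8%) higher in SQH than in SQL.

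The size and the precision of the effects were similar in the 4 tables. Median absolute log2 fold changes of called genes were 2.25 for SQH with SQL, 1.89 for FLH with FLL, 1.80 for SQH with FLH and 1.80 for SQL with FLL. Median SEs were 0.55, 0.51, 0.49 and 0.52. Among called genes with a mean normalised count of at least 1000, where counting noise is small, the SE corresponded to a median coefficient of variation between replicates of 42.1%, 37.5%, 36.2% and 41.9%. One dispersion per gene serves all 4 regimes, so these values differ mainly with the genes called and not with the replicates of the named regimes. With a spread of this size and 3 libraries per regime, a gene needs a large change to be called. Of called genes, 92.8%, 87.2%, 84.9% and 88.1% changed by at least 1 on the log2 scale. A gene missing from a table is therefore not shown to be unchanged.

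For intensity under square light, the authors' deposited table of SQH and SQL gave AT5G03360, a C1 domain protein gene, a log2 fold change of -4.28 (SE 0.50, adjusted p 1.42e-13) and AT5G61590, an AP2-type transcription factor gene, -4.25 (SE 0.50, adjusted p 3.87e-13). Both were lower in SQH. In the other direction, the authors' deposited table listed PAP27 (AT5G50400, purple acid phosphatase) at 0.99 (SE 0.16, adjusted p 1.2e-06) and KCS2 (AT1G04220, a ketoacyl-CoA synthase of wax synthesis) at 2.80 (SE 0.46, adjusted p 1.23e-06). In TAIR10.1, 2302 of the 3088 bases of KCS2 overlap the noncoding locus AT1G04247, so its reads are uncertain where counting ignored the strand.

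For intensity under fluctuating light, the smallest p among genes higher in FLH belonged to JAZ10 (AT5G13220), a repressor of jasmonate signalling, at 4.36 (SE 0.47, adjusted p 3.71e-16) in the authors' deposited table of FLH and FLL. AT1G19380, a gene of unknown function, followed at 2.69 (SE 0.30, adjusted p 3.7e-15) in the authors' deposited table. Of genes lower in FLH, the authors' deposited table gave AT5G35740, a carbohydrate-binding X8 protein gene, -2.86 (SE 0.35, adjusted p 1.41e-12) and AT4G15430, a gene of the early-responsive to dehydration family, -7.17 (SE 0.93, adjusted p 3.92e-11).

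For pattern at high intensity, the authors' deposited table of SQH and FLH listed DIN1 (AT4G35770, also SEN1, a dark-inducible gene) at -10.25 (SE 0.91, adjusted p 2.61e-25) and the protein kinase gene AT3G59350 at -6.59 (SE 0.62, adjusted p 7.44e-23), both higher in FLH. Higher in SQH were AT5G67200, a leucine-rich repeat kinase gene, at 2.71 (SE 0.24, adjusted p 9.7e-25), and AT1G23205, an invertase or pectin methylesterase inhibitor gene, at 4.87 (SE 0.45, adjusted p 2.38e-23), again in the authors' deposited table.

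For pattern at low intensity, AT1G23205 was also the gene with the smallest p, higher in SQL at 3.70 (SE 0.44, adjusted p 8.87e-13) in the authors' deposited table of SQL and FLL, and the phosphate transporter gene PHO1;H1 (AT1G68740) followed at 5.81 (SE 0.80, adjusted p 1.19e-09). Higher in FLL were the cold-regulated gene COR27 (AT5G42900) at -6.99 (SE 0.89, adjusted p 3.48e-11) and the transcription factor gene AT4G30410 at -3.95 (SE 0.51, adjusted p 3.48e-11) in the authors' deposited table. The deposited values imply a mean of 2.67 normalised counts for COR27 in SQL, which is under 3 counts, so the size of this fold change is poorly determined.

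Once the repeated identifier was set aside, 6519 distinct loci were called, of which 4216 were in 1 comparison and 39 in all 4. The pattern comparisons, which share no library, had 641 DEGs in common, 1.69 times the 380 expected by chance (hypergeometric p 7.62e-51). Of these, 501 were in no other table. The intensity comparisons shared 141 DEGs, 2.14 times the 65.8 expected (hypergeometric p 8.59e-19), and 31 of them were in no other table. Both ratios fell below 1 when only the genes called in any table served as background, at 0.527 and 0.67. At an adjusted p of at most 0.01 the shared genes numbered 199 and 54, and 11 genes remained called in all 4 comparisons.

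Shared genes went mostly the same way for pattern and mostly opposite ways for intensity. Of the 641 genes, 545 (85.0%, Wilson 95% interval 82.1 to 87.6%) changed in the same direction between square and fluctuating light at both intensities. Of the 141 genes, 34 (24.1%, interval 17.8 to 31.8%) changed in the same direction between high and low intensity under both patterns, and 107 changed in opposite directions. In simulated regimes without any change the share was 52.4% for pattern and 52.0% for intensity. The alternative that moved these shares most was an adjusted p of at most 0.01, which lowered that for intensity to 14.8%. Across genes, Pearson's r of the paired fold changes was 0.683 for pattern and -0.424 for intensity, where genes are not independent replicates.

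**Figure D2:**
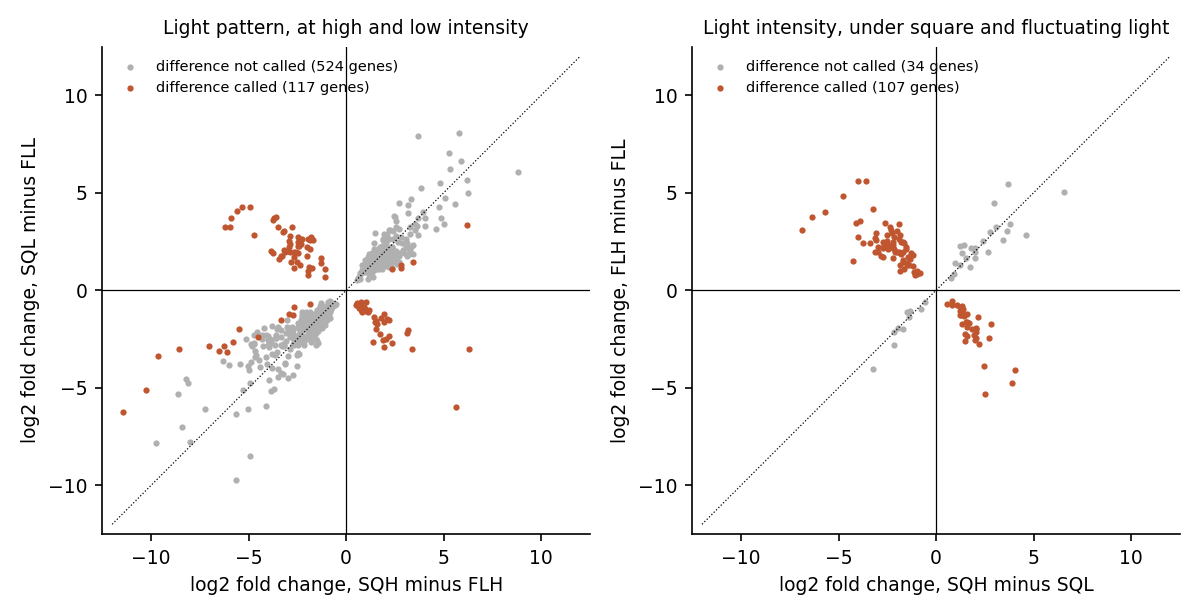
Log2 fold changes of genes called in both pattern comparisons (left, 641 genes) and in both intensity comparisons (right, 141 genes), one point per gene, with the dotted line marking equal change. Points in colour are the 117 and 107 genes whose fold changes differed between the axes in the z test, and they fill the quadrants of opposite sign.

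Comparisons with a regime in common share its libraries, which forces agreement. Simulated genes without any change, selected in the same way, had the same direction in 100% of cases for SQH with SQL and SQH with FLH, against 99.3% of 420 genes observed. The simulated share was also 100% for FLH with FLL and SQL with FLL, against 93.2% of 354 observed. It was 0% for SQH with SQL and SQL with FLL (observed 9.66% of 145) and 0% for FLH with FLL and SQH with FLH (observed 0.701% of 1141). The observed share departed most from the simulated one for FLH with FLL and SQL with FLL (interval 90.1 to 95.4%) and for SQH with SQL and SQL with FLL (interval 5.84 to 15.6%). For FLH with FLL and SQH with FLH, unchanged regimes gave 13.5 shared genes.

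Of the 1141 genes called in both comparisons that contain FLH, 530 were higher and 603 lower in FLH than in both SQH and FLL. Their median absolute log2 fold change was 2.03 against SQH and 1.83 against FLL, while SQH and FLL, a contrast without a table of its own, differed by a median of 0.37. The selection at FLH lowers this last value.

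The difference between fold changes was tested directly in genes listed in both tables of a pair. For pattern, 117 of 641 genes had an effect that differed between high and low intensity. They include all 96 genes with opposite directions, and 21 of 545 with the same direction, each of the 21 having the larger change at high intensity. For intensity, 107 of 141 genes had an effect that differed between patterns, which were all genes with opposite directions. None of the 34 genes with the same direction differed, and 1 of them had an unadjusted p under 0.05. Genes with opposite directions that pass both thresholds are certain to pass this test, so the test informs only on the genes with the same direction. Of the 21 such genes for pattern, 12 passed at an interaction adjusted p of at most 0.01 and 4 with Bonferroni adjustment.

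The 3 genes with the smallest interaction p were TCH4, EXO and DREB26 in both tests, and with AT1G33760 they were also the genes called most strongly in all 4 comparisons. TCH4 (AT5G57560, a xyloglucan endotransglucosylase gene induced by touch, on chromosome 5 from 23307006 to 23308680 in TAIR10.1) had fold changes of -4.78 (SE 0.63) between SQH and SQL and 4.84 (SE 0.63) between FLH and FLL in the authors' deposited tables, a difference of -9.62 (SE 0.90, z test p 6.45e-27, adjusted p 9.09e-25). The deposited values imply mean normalised counts for TCH4 of 339 in SQH, 9336 in SQL, 20180 in FLH and 706 in FLL. For EXO (AT4G08950, a cell expansion gene on chromosome 4 from 5740219 to 5741591) the difference was -7.44 (SE 0.81, adjusted p 1.95e-18). DREB26 (AT1G21910, an AP2-type transcription factor gene on chromosome 1 from 7696427 to 7697831) had a difference of -9.67 (SE 1.10, adjusted p 8.79e-17). AT1G33760, of the same family, differed by -9.61 (SE 1.27, adjusted p 3.25e-13), with implied means of 5.26 in SQH and 4.36 in FLL.

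**Figure D3:**
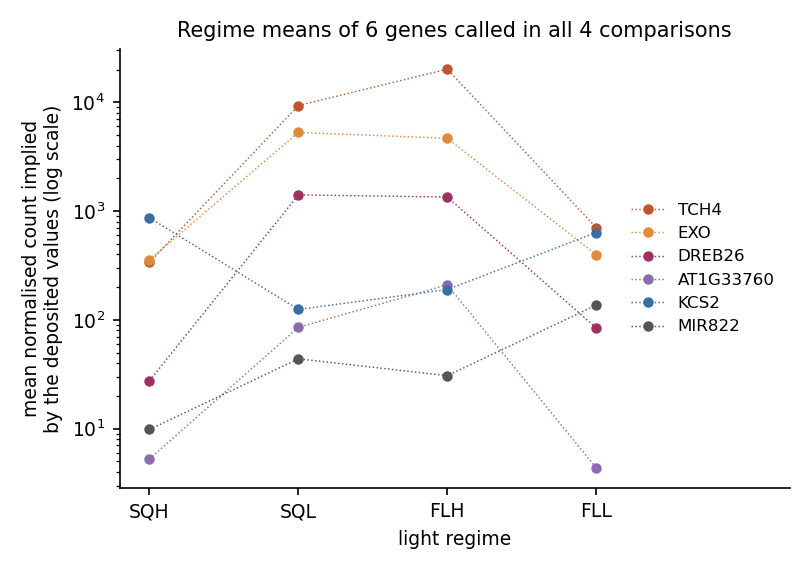
Mean normalised counts per regime (log axis) of 6 genes called in all 4 comparisons, computed from the authors' deposited fold changes and overall means, without error bars, and with dotted lines that only join the points of a gene. TCH4, EXO, DREB26 and AT1G33760 are high in SQL and FLH, KCS2 is low there, and MIR822 is lowest in SQH and highest in FLL.

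Of the 39 genes called in all 4 comparisons, 26 were higher in SQL and FLH than in SQH and FLL, 10 were higher in SQH and FLL, and 3 followed other directions. The last 3 were named after their values were seen. MIR822 (AT5G03552, a microRNA precursor gene on chromosome 5 from 897020 to 897356) had fold changes of -2.16 (SE 0.49) between SQH and SQL, -2.15 (SE 0.42) between FLH and FLL, -1.64 (SE 0.49) between SQH and FLH and -1.64 (SE 0.41) between SQL and FLL in the authors' deposited tables. All 337 bases of this locus lie within AT5G03553, so the source of its reads is uncertain. AT1G11210 was highest in FLH and lowest in SQL, and ERDL6 (AT1G75220, a sugar transporter gene) was highest in FLH and lowest in SQH.

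Of the 9 gene lists, 3 held more DEGs than chance after adjustment over 36 tests, each in 2 comparisons. Core clock genes were called in SQH with FLH in 13 of 16 cases (3.55 expected, hypergeometric p 8.84e-07, adjusted p 1.59e-05), with 13 also when adjusted over the list alone. Called members already had small p, so adjusting over a list alone could not lower this count or those given below for these lists. It adds no evidence. In FLH with FLL, 7 of 16 were called (hypergeometric p 0.000467, adjusted p 0.00337, 7 when adjusted over the list alone). For SQL with FLL the count was 3 (adjusted p 0.441), all higher in FLL, and for SQH with SQL it was 0. The 4 morning genes CCA1, LHY, RVE8 and PRR9 were all higher in SQH than in FLH, and of the 4 evening genes TOC1, ELF4, LUX and GI the 3 that were called were all higher in FLH. The authors' deposited table of SQH and FLH gave LHY (AT1G01060) 7.19 (SE 1.13, adjusted p 1.98e-08), CCA1 (AT2G46830) 5.14 (adjusted p 9.3e-06) and TOC1 (AT5G61380) -4.45 (SE 0.72, adjusted p 7.08e-08). Against FLL, the authors' deposited table gave LHY -8.16 (SE 1.13) and TOC1 2.20 (SE 0.72) in FLH. The SE of LHY corresponds to a coefficient of variation of 95.7% between replicates, from a dispersion shared by all 4 regimes. LUX shares 1507 and BOA 1896 bases with a neighbouring gene, so their counts are uncertain.

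Genes of carbon starvation and darkness were called in SQH with FLH in 9 of 12 cases (hypergeometric p 0.000147, adjusted p 0.00133) and in SQL with FLL in 7 of 12 (hypergeometric p 1.35e-05, adjusted p 0.000162), with the same counts when adjusted over the list alone. All were higher under fluctuating light, with absolute log2 fold changes from 1.53 to 10.25 at high and from 2.31 to 5.88 at low intensity. Jasmonate and wounding genes were called in FLH with FLL in 13 of 15 cases, all higher in FLH (hypergeometric p 7.23e-12, adjusted p 2.6e-10, 13 when adjusted over the list alone). They were called in SQL with FLL in 6 cases, all higher in SQL (hypergeometric p 0.000789, adjusted p 0.00473, 6 when adjusted over the list alone). None of these 6 had an adjusted p of at most 0.01 in the authors' deposited table. In SQH with FLH 5 jasmonate and wounding genes were called, all higher in FLH (hypergeometric test, adjusted p 0.541), and in SQH with SQL 0.

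**Figure D4:**
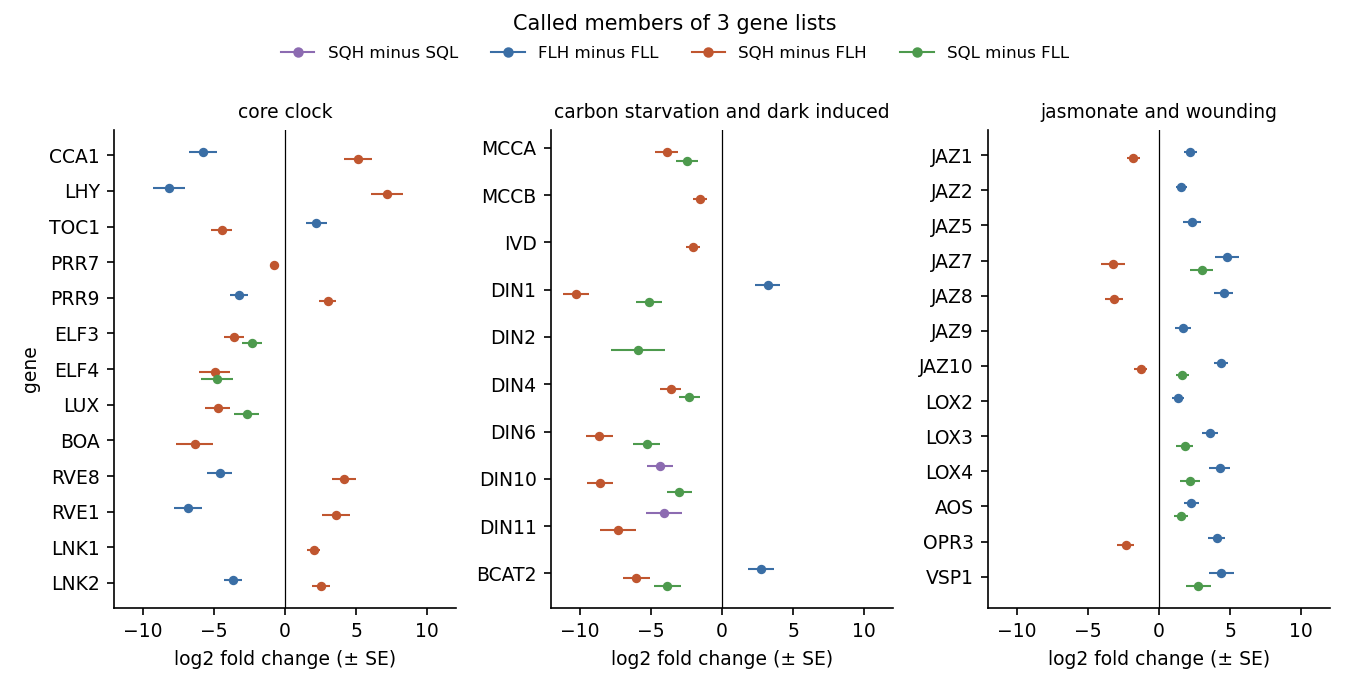
Log2 fold changes with the authors' SE of called members of 3 gene lists, one row per gene and one colour per comparison, where positive values are higher in the regime named first. Clock genes in the SQH and FLH comparison lie on both sides of 0, carbon starvation genes in both pattern comparisons lie below 0, and jasmonate genes in the FLH and FLL comparison lie above 0.

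The other lists did not pass the adjustment in any comparison. Of 20 genes of the DNA methylation machinery, 3 were called in SQH with FLH and 3 in SQL with FLL (adjusted p 1 and 0.541). In the authors' deposited table of SQH and FLH these were DME (-1.29, SE 0.47), DML3 (1.30, SE 0.30) and IDN2 (0.78, SE 0.29). In SQL with FLL, the authors' deposited table had RDR2 (-1.49, SE 0.46) and DCL3 (-1.53, SE 0.39), both higher in FLL, and VIM1, higher in SQL. Anthocyanin genes were called in 2, 5 and 4 of 12 cases in SQH with SQL, SQH with FLH and SQL with FLL, all higher in the regime named first, with adjusted p of 0.208, 0.38 and 0.0671, and in 0 cases in FLH with FLL. For SQL with FLL the adjusted p was 0.0135 when genes had to have an adjusted p of at most 0.01, and 0.0432 with an absolute log2 fold change of at least 1. PAP1 and PAP2 of this list are close paralogs, and their counts are uncertain where reads were shared. At most 2 genes per comparison were called from the senescence and photoprotection lists of 8 and 7 genes. The hypoxia list of 11 genes gave 1 call at most, and the 7 floral organ identity genes gave 0. The tables list only called genes, so counts at a looser threshold cannot be given.

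Of the loci that the study discusses for these comparisons, MCCA (AT1G03090, a subunit of methylcrotonyl-CoA carboxylase, chromosome 1 from 739544 to 744184 in TAIR10.1, of which 300 bases overlap AT1G03100) was listed at -3.89 (SE 0.79, adjusted p 2.3e-05) between SQH and FLH and at -2.48 (SE 0.79, adjusted p 0.0299) between SQL and FLL in the authors' deposited tables. MCCA was thus higher under fluctuating light at both intensities, with no detectable difference between the intensities (difference -1.41, SE 1.11, z test p 0.204, adjusted p 0.672). The helicase gene AT1G27880 was higher under square light, at 1.84 (SE 0.54, adjusted p 0.00621) and 2.26 (SE 0.55, adjusted p 0.00299) in the authors' deposited tables. CRD1 (AT3G56940) was lower in FLH than in SQH and FLL, with 0.92 (SE 0.33, adjusted p 0.0268) and -1.17 (SE 0.33, adjusted p 0.00811) in the authors' deposited tables. VTC2 (AT4G26850) followed the same course at 2.98 (SE 0.80, adjusted p 0.00205) and -2.27 (SE 0.80, adjusted p 0.0461) in the authors' deposited tables. AT2G10940 was listed only between FLH and FLL, at -1.90 (SE 0.63, adjusted p 0.0335) in the authors' deposited table. CRD1, VTC2 and AT2G10940 are the differentially methylated DEGs that the study names as diurnal in a published data set.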

Values the study reported

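The study reported 665 DEGs between SQH and SQL, its lowest number, and 4635 between SQH and FLH, its highest. It reported 39 genes differentially expressed in all comparisons, 31 shared by the intensity comparisons and 501 shared by the pattern comparisons. For MCCA between SQL and FLL it gave a log2 fold change of −2.48 with an adjusted P of 0.029.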

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

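The tests of sampling noise, forced direction, harvest order, handling of FLH and gene length were chosen only after the result was seen. For light pattern, 117 genes had an effect that differed between intensities in the z test, and for light intensity 107 genes had an effect that differed between patterns. Most of them changed in opposite directions, which passing both thresholds forces the test to call. The 21 genes with the same direction are the part of the result that could have come out otherwise, and all had the larger change at high intensity. With stricter settings fewer of them passed, down to 4 with Bonferroni adjustment.

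Named genes with such a difference include TCH4 (-9.62), EXO (-7.44), DREB26 (-9.67), AT1G33760 (-9.61) and KCS2 (4.54), which were called in all 4 comparisons. For these the difference for pattern and that for intensity are the same number. ERDL6, also called in all comparisons, differed by -1.86. In the pattern pair, JAZ10 differed by -2.92, JAZ7 (AT2G34600) by -6.23, WRKY18 (AT4G31800) by -5.10, DIN1 by -5.13, DIN10 (AT5G20250) by -5.58 and the flavonoid hydroxylase gene AT5G07990 by 2.83. DIN1, DIN10 and AT5G07990 changed in the same direction at both intensities, with a larger change at high intensity, and the JAZ genes and WRKY18 changed in opposite directions. In the intensity pair, AT5G61590 differed by -5.73, AT5G67200 by 2.34, AT3G59350 by -5.41 and WRKY53 (AT4G23810) by -5.32, all in opposite directions.

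Several technical explanations were weighed for the genes called in all 4 comparisons, of which 26 were higher in SQL and FLH than in SQH and FLL. Sampling noise in unchanged regimes gave 0.037 genes past all 4 thresholds, against 39 observed, so noise of the size that the deposited SEs describe does not account for the number. The opposite directions are another matter, since 100% of simulated unchanged genes that passed all 4 thresholds had them too. The number of such genes is informative, and their opposite directions alone are not. A candidate explanation is touch, wounding or handling before harvest, because TCH4 and others of the set are induced by touch. In a list of 20 touch and early wounding genes outside the set, 12 were called in FLH with FLL, all higher in FLH (hypergeometric p 5e-08, adjusted p 2e-07 over 4 tests). The same list had 1 call in SQH with SQL (adjusted p 0.497), WRKY53, higher in SQL. In SQL with FLL it had 2 calls, CML39 and WRKY18, both higher in SQL and not more than chance (1.64 expected, hypergeometric test, adjusted p 0.497). Absence from a table of called genes excludes nothing, so handling of the SQL plants cannot be told apart from a response to the regime. Handling that built up along the order of harvest, in which the study describes FLL as last for the leaves taken for DNA, would leave the set highest in FLL. Only 7 of the 39 genes had their highest mean in FLL and 20 had it in FLH. This count restates the pattern, since the 26 genes higher in SQL and FLH cannot be highest in FLL. The 12 touch genes outside the set were not chosen by their direction. They were listed as genes of the same kind of response as TCH4, though, and genes that respond together would follow the set. None of the 12 was higher in FLL than in FLH, which is only weak evidence against handling that built up in that order.

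For FLH the touch list was called in both comparisons, with 14 of 20 genes between SQH and FLH, all higher in FLH (hypergeometric p 6.77e-06, adjusted p 1.35e-05). This is consistent with mechanical or handling stimulation of FLH plants, and equally with a response of the same genes to the light they received before harvest, which the design names and the data do not separate. CBF1 and CBF2 on this list, called in both comparisons, belong to a tandem family with near-identical copies and count as uncertain, as does ERF105, which lies within the annotated span of AT5G51180. No values per library were used, so whether 1 library carries these differences was not tested. In the study's alignment statistics, every FLL library and a single SQL library stand apart from the rest in their shares of properly paired and of singleton reads. A difference in library preparation or sequencing that follows this split cannot be told apart from the light regime in the comparisons of FLH with FLL and SQL with FLL, since all FLL libraries lie on one side. The comparison of SQH with FLH holds none of those libraries. GC content and gene length went only weakly with the direction of change between SQH and FLH, with Spearman's rho across called genes of -0.035 and 0.077. The values were 0.055 and 0.092 for SQL with FLL, 0.049 and -0.073 for FLH with FLL, and -0.011 and -0.085 for SQH with SQL.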

How the results depend on the processing

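The common p threshold and the alternatives for direction shares, the ratio of calls, interaction calls with the same direction, list tests and named genes were chosen after seeing the data. Of 125 values recomputed for counts, shares, overlaps, ratios and interactions, 96 stayed, 27 moved and 2 changed side. Values that stayed lay within 1.5 times the reported count or ratio or within the 95% interval of the reported share. The 2 that changed side were ratios of shared genes to chance. A direction share that crossed an even split was not counted as a change of side, only as stayed or moved. Such crossings occurred for SQH with SQL and for SQL with FLL.

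An adjusted p of at most 0.01 in place of 0.05 lowered the DEGs to 324 for SQH with SQL, 924 for FLH with FLL, 2802 for SQH with FLH and 478 for SQL with FLL, the shared genes to 199 for pattern and 54 for intensity, and the genes in all 4 tables to 11, because fewer genes pass. The share higher in the regime named first became 41.4%, 43.3% and 45.2% for SQH with SQL, SQH with FLH and SQL with FLL. The share of intensity genes with the same direction fell to 14.8%. For pairs with a regime in common it became 100% for SQH with SQL and SQH with FLH, and 0.185% for FLH with FLL and SQH with FLH. One unadjusted p threshold for all 4 comparisons, 0.00155, gave 1363, 2886 and 1105 DEGs for FLH with FLL, SQH with FLH and SQL with FLL.

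With an absolute log2 fold change of at least 1, 58.0% of genes were higher in FLH than FLL and 52.0% in SQL than FLL. Requiring the 95% interval of the absolute fold change to lie above 0.5 gave 60.5% and 53.5%, and 42.8% for SQH against FLH. With a mean normalised count of at least 100, 44.4% were higher in SQH than SQL and 43.9% in SQH than FLH. The cause of these shifts was not tested. For SQL with FLL the shares lay on either side of 50%, with intervals that left out 50% at an adjusted p of at most 0.01 (40.8 to 49.7%), with a mean normalised count of at least 100 (46.9%, interval 44.2 to 49.5%) and, in the other direction, with the 95% interval of the fold change above 0.5 (50.8 to 56.2%). For SQH with SQL the share under all 5 alternatives lay under 50%, and in 2 of them, at 41.4% (Wilson 95% interval 36.1 to 46.8%) and 44.4% (interval 40.2 to 48.8%), the interval left out 50%, so the even split as deposited does not extend to those settings.

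Against a background of genes called in any table, the ratio of shared genes to chance changed side, to 0.527 for pattern and 0.67 for intensity. This background holds only genes called somewhere, so the alternative builds the change in. The share of pattern genes with the same direction stayed between 84.2 and 86.9%. The interaction counts of 117 and 107 say little on stability, because genes with opposite directions are certain to pass at the reported threshold. With Bonferroni adjustment and with inflated SEs the pattern count was 98 and 97, so a few genes with opposite directions no longer passed there. Of the 21 pattern genes with the same direction, 12 passed at an interaction adjusted p of at most 0.01, and 4 passed both with Bonferroni adjustment and with SEs inflated by a factor of 1.5, because each of these settings is stricter. The ratio of FLH and FLL calls to SQL and FLL calls rose from 1.21 to 1.93 at an adjusted p of at most 0.01 and stayed above 1 elsewhere.

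Of 72 list tests under 2 stricter thresholds, 3 changed. The jasmonate list in SQL with FLL lost its call at an adjusted p of at most 0.01 (adjusted p 1). The anthocyanin list in SQL with FLL gained one, with an adjusted p of 0.0135 at that threshold and 0.0432 with an absolute log2 fold change of at least 1. Of 192 values of named and list genes in the authors' deposited tables, 45 missed an adjusted p of 0.01 and 9 missed the larger fold change.

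Leaving out each replicate in turn and the replicate number as a block were planned and not run. No paired analysis was possible because the tables hold 1 value per gene and comparison, with no column that carries a replicate number, although the library titles give every regime the replicate numbers 1 to 3. For the same reason other groupings of the libraries were not tried. The tables do not give the depth of each library, so a missing gene is not shown to be unchanged.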

Other observations

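Tests of the clock in FLH, of the repeated identifier and of the jasmonate set were chosen only after the result was seen. The study names MCCA in its text as decreasing between SQL and FLL. The deposited SEs put its higher expression in FLL, as the report describes, so the wording and the tables differ in direction. The study's labelling of its plotted fold changes differs from the tables in the same way in each comparison. Its text on transposable elements reads the sign as the tables do. There an increase for SQH with FLH means more transcription in SQH, and a decrease for SQL with FLL means more in FLL.

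More genes were called between SQH and FLH than in the other comparisons. The SEs that entered the calls were not smaller there for the same gene. Over 2202 pairs of a gene's row there and its row in another table, the median ratio of the SEs was 1. A gene counts once per other table. One fit with a shared dispersion makes these SEs nearly equal, so the ratio was largely set beforehand. It cannot show whether replicates varied less in SQH and FLH. A larger number of tests does not account for the higher count, with 20865 genes tested in SQH with FLH and as many in 2 of the others. Larger effects may contribute. Of the genes called in both pattern comparisons, 57.6% (Wilson 95% interval 53.7 to 61.3%) had the larger absolute fold change between SQH and FLH. Among 345 genes past one common p threshold in both, the share was 68.1% (interval 63.0 to 72.8%).

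A hypothesis for part of the calls between SQH and FLH is a different clock phase in FLH at harvest. Of the 13 core clock genes called there, those classed as morning or evening genes fit a shift in phase. Among them 4 of 4 morning genes were higher in SQH and 3 of 3 called evening genes higher in FLH. The evening genes ELF4 and LUX were also higher in FLL than in SQL, at -4.77 and -2.70, against -4.94 and -4.74 between SQH and FLH. Neither effect differed detectably between the intensities (z test, adjusted p 0.981 and 0.413). These 2 genes therefore do not set FLH apart from FLL. The 4 morning genes and TOC1 were called between FLH and FLL. The other called clock genes were not sorted by phase. Of the list, 7 genes also changed between FLH and FLL. SQH and FLL, which have no table of their own, differed by -0.62 for CCA1 and -0.98 for LHY on the log2 scale, and by -2.25 for TOC1 and -3.23 for RVE1. These differences have no tested error. The same shift as an account of both pattern comparisons was not decided, because the list had 3 of 16 genes called between SQL and FLL (hypergeometric p 0.138), and ELF3, ELF4 and LUX, all higher in FLL, leave it open. Regulation of these genes by light itself stays open too. The study also considered circadian regulation, and states that all tissue was taken within a few minutes. It compared its differentially methylated DEGs with a published diurnal data set and proposes little circadian effect on those genes. That comparison covered the methylated DEGs and not the clock list used here.

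The higher MCCA level under fluctuating light goes with a wider set. In SQH with FLH, 9 genes of the carbon starvation list, MCCA included, were called and all were higher in FLH, which is in line with a shared response to low carbon or darkness rather than a change of this gene alone. The list included MCCA because the study discusses it. It also had 2 calls between SQH and SQL, higher in SQL, and 2 between FLH and FLL, higher in FLH, neither more than chance after adjustment (adjusted p 0.208 and 0.756). Whether leaves of the fluctuating regimes held less sugar was not measured.

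Jasmonate and wounding genes were called between FLH and FLL in 13 of 15 cases, and 13 were higher in FLH, so as a set they suggest a higher jasmonate response in FLH than in FLL. The 6 called between SQL and FLL were higher in SQL, which puts FLL at the low end, although none had an adjusted p of at most 0.01. Between SQH and FLH, 5 of 15 were called, all higher in FLH, which is not more than chance (hypergeometric test, adjusted p 0.541). Between SQH and SQL the count was 0. Whether FLL is low, FLH is high or both is therefore not settled. Wounding at harvest and a light response cannot be separated by this test, nor can the split of the FLL libraries in the study's alignment statistics.

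Floral tissue was considered as a source of differences. The floral organ identity list had 0 calls in any table, but a gene absent from a table of called genes can still be expressed, so floral tissue cannot be told apart from none on this evidence.

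AT1G06630 stands in 2 rows of the table of SQH and FLH. The authors' deposited table gives it -0.88 (SE 0.25) with a mean normalised count of 796 at its place in locus order, and -1.44 (SE 0.37) with 874 between AT4G25580 and AT4G25640. Exactly 1 row of that table breaks the order of loci. A candidate explanation is a row of another locus under the wrong identifier.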
